A study of Homo sapiens with 3 samples. Its data were reported in "Strawberry Notch 1 Acts as a Transcriptional Regulator Driving Oncogenic Programs in Liver Carcinogenesis" (2026).

How the data were processed

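Chromatin immunoprecipitation sequencing (ChIP-seq) had been performed in HuCCT1 cells, a cell line derived from cancer of the bile ducts (cholangiocarcinoma), with antibodies against Strawberry Notch 1 (SBNO1), against TATA-box binding protein associated factor 4 (TAF4, a subunit of the general transcription factor TFIID) and with control immunoglobulin (IgG). Per the labels, chromatin was prepared with an enzymatic kit, in which a nuclease cuts the chromatin. According to the methods of the study, immunoprecipitates of several biological replicates were pooled for each antibody before sequencing. Short single-end reads were trimmed with ktrim, aligned to GRCh38 with bowtie2 and passed to the peak caller normR, a binomial mixture model, and peaks were annotated with ChIPseeker. The peak threshold, the handling of duplicate reads, any exclusion of artifact-prone regions and whether the IgG library served as control in the calls were not stated. A peak list holds no read numbers, so the sequencing depth of each library is unknown here.

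The files used were 3 peak lists, 1 per antibody, with chromosome, start, end, name and a score for each peak. The deposited score is the authors' value, a whole number capped at 1000, and its scaling was not stated. The lists held no signal, p, q or summit column. The design fixed beforehand had assumed a signal column, so the score was used in its place, only to rank peaks within a list. Because many peaks shared the highest score, ties were ordered by width and then by position, a choice made after the files were seen. No peak list was filtered for the main results. All peaks lay on the assembled chromosomes and within the chromosome lengths of GRCh38. Coordinates are given 1-based on this build.

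Transcription start sites (TSS) were taken from GENCODE 44 for the protein-coding transcripts of protein-coding genes, 78567 sites of 19689 genes. The distance of a peak was measured from its nearest edge and was 0 when the peak covered the site. A peak within 1 kb of a TSS was assigned to the gene of its nearest TSS, and such genes are called promoter-bound. Where a peak covered several TSS, the one nearest to the peak centre was taken. The feature at a peak was read at its centre from coding exons, untranslated exons and gene bodies of protein-coding genes. Peaks of different libraries were shared when they overlapped by 1 bp or more. As descriptive expectations, each peak was placed 1000 times at random on its own chromosome with its own width, off runs of 1000 or more unknown bases. The placements were not restricted to mappable sequence. Peaks within 1 kb of a TSS were also moved 1000 times to the same offset from a random TSS. This was either a TSS of a random protein-coding gene or any TSS of like GC content over 1000 bp, in classes of 2 percentage points. In the latter draw, genes with many TSS weigh more. Odds ratios of gene lists were computed against all protein-coding genes, with the Mantel-Haenszel estimate for stratified tables.

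Motifs were counted as exact consensus matches on either strand in windows of 200 bp at the peak centre, since the lists gave no summit. The background was 53909 protein-coding TSS with no peak of any library within 1 kb, reweighted to the GC content of the peak windows in classes of 2 percentage points with at least 20 background windows each. Windows shifted by 1000 bp to either side served as a further background. For gene families fixed by symbol, the share of promoter-bound members was placed among 10000 random lists of protein-coding genes of the same size. Shares are given with exact 95% Clopper-Pearson intervals. These intervals cover counting error only. Each antibody had 1 library, so there are no replicates, no differences between antibodies were tested and no p-values were computed. Peaks and genes are not replicates.

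Genes and peaks named in the text followed a rule set before the data were examined: LIF and MCM2 as examples chosen by the study, the genes of both immunoprecipitated proteins, the 5 genes with the highest-scoring promoter peak in each of 3 classes (SBNO1 with TAF4, SBNO1 without TAF4 and TAF4 without SBNO1), the 3 highest-scoring SBNO1 peaks over 10 kb from a TSS and the 3 highest-scoring IgG peaks. Peaks overlapping an IgG peak were left out of all but the last class. Other genes are named only as neighbours that share a peak with these. Alternatives tried were other TSS sets, distances, overlap rules, score filters, removal of IgG peaks, equal list lengths, other motif backgrounds and assignment of a peak to every gene in reach.

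The functions for overlap, distance, gene lists, odds ratios and motif shares were tested on simulated data with known answers. A planted overlap was recovered as 60.0% of 5000 simulated peaks and a planted TSS share as 40.0% of 2000 peaks. All 800 planted genes were recovered. In simulated gene lists confounded by strata with differing shares, the crude odds ratio was 4.72 and the stratified one 2.88 for a planted value of 3. These strata held no GC values, so the sorting of genes into GC classes was not tested. A planted motif excess of 25 percentage points came out as 24.7 points. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.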

Results

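To compare where SBNO1 and TAF4 sit on chromatin, ChIP-seq peak lists from HuCCT1 cells were examined for both proteins and for the IgG control, which measures the background of the procedure in the same way. The study had turned to ChIP-seq in order to follow up the interaction between the proteins. There were 3 libraries, 1 per antibody, and therefore no replicates. The SBNO1 list held 16147 peaks with a median width of 397 bp, which covered 7.28 Mb. The TAF4 list held 12763 peaks with a median width of 400 bp, which covered 5.96 Mb. In the IgG list there were 1598 peaks with a median width of 383 bp, covering 0.946 Mb. The authors' score reached its cap of 1000 in 34.6% of SBNO1, 43.0% of TAF4 and 39.4% of IgG peaks, so that it could not order the strongest peaks. Only 8 peaks had identical start and end in the SBNO1 and TAF4 lists.

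The position of peaks relative to the TSS was examined first. Of the SBNO1 peaks, 4791 (29.7%, 95% Clopper-Pearson interval 29.0% to 30.4%) lay within 1 kb of a protein-coding TSS. For TAF4 this held for 6042 peaks (47.3%, interval 46.5% to 48.2%). In the IgG library it held for 231 peaks (14.5%, interval 12.8% to 16.3%). Random placement of the same peaks gave means of 3.30% for SBNO1, 3.44% for TAF4 and 3.24% for IgG. All observed shares exceeded the highest of 1000 placements, which was 3.76%, 3.95% and 4.63%, respectively. The difference between SBNO1 and TAF4 was larger than the counting error, while the error between replicates could not be assessed. Of the peaks near a TSS, the centre lay at a median of -65 bp from the TSS for SBNO1 and -56 bp for TAF4, negative values being upstream. Peaks over 10 kb from a TSS made up 54.2% of the SBNO1, 40.3% of the TAF4 and 76.8% of the IgG list. Among SBNO1 peaks over 1 kb from a TSS, 41.7% were centred in introns and 56.1% between genes. The share within 1 kb depended on the selection of peaks. It rose most in the widest 10% of peaks without an IgG peak, to 40.2% for SBNO1 and 66.7% for TAF4, and the IgG share fell to 3.18% among peaks at the score cap.

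**Figure D1:**
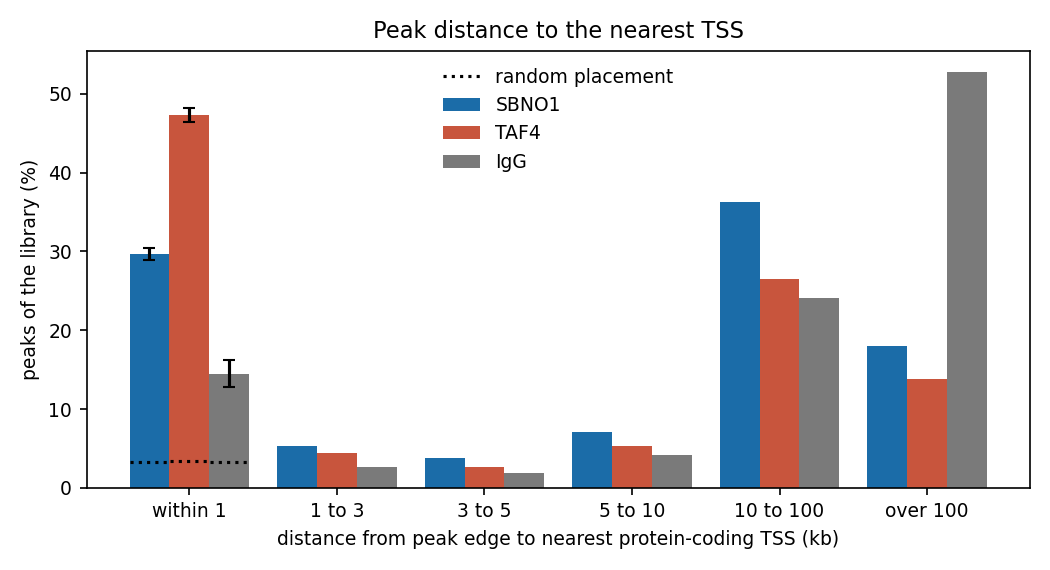
Share of peaks (y axis, percent of the library) by distance from the peak edge to the nearest protein-coding TSS (x axis, kb) for SBNO1, TAF4 and IgG, with 95% Clopper-Pearson intervals on the first class and dotted lines for the mean of random placements. Within 1 kb the shares were 29.7%, 47.3% and 14.5%, whereas 52.8% of IgG peaks lay over 100 kb away.

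Next, the overlap of the peak lists was determined. A TAF4 peak overlapped 9636 of the SBNO1 peaks (59.7%, interval 58.9% to 60.4%), compared with a mean of 0.484% after random placement, a ratio of 123. From the other side, 9593 TAF4 peaks (75.2%, interval 74.4% to 75.9%) overlapped an SBNO1 peak. The background measured in the IgG library overlapped both lists as well. An IgG peak was found at 1384 SBNO1 peaks (8.57%, interval 8.14% to 9.01%) and at 1386 TAF4 peaks (10.9%, interval 10.3% to 11.4%). Relative to random placement these shares were 131 and 159 times higher, so the ratio for SBNO1 and TAF4 was no larger than that for either protein and IgG. These ratios cannot rank the pairs, because the highest ratio possible depends on the lengths of the lists. A TAF4 peak but no IgG peak was found at 8317 SBNO1 peaks (51.5%). Conversely, 84.5% of IgG peaks overlapped an SBNO1 peak and 87.5% overlapped a TAF4 peak. Restricting both lists to peaks at the score cap moved the overlap most, to 41.2% of SBNO1 and 41.5% of TAF4 peaks.

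**Figure D2:**
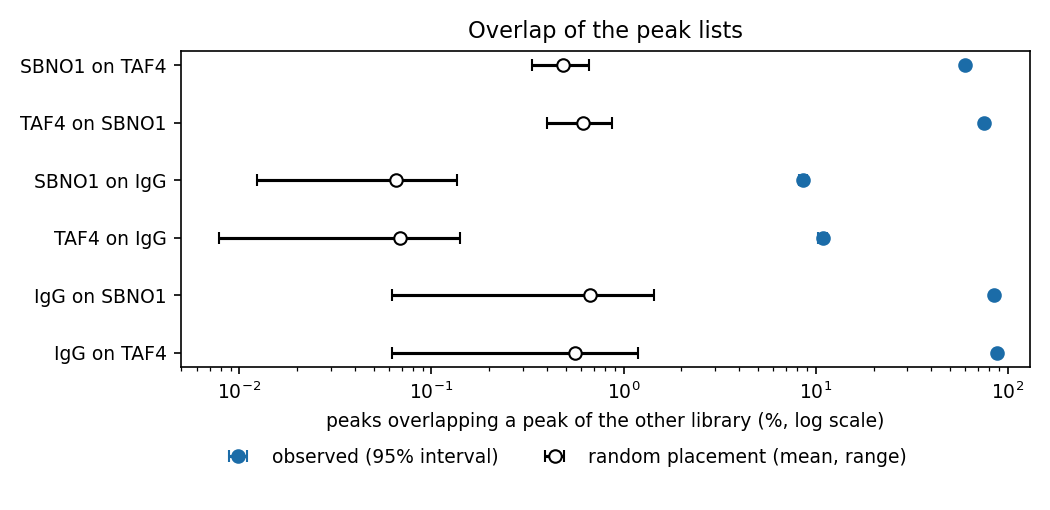
Percentage of peaks of one library that overlap a peak of another (x axis, log scale) for each ordered pair of libraries (y axis), with filled points for the observed share and its 95% Clopper-Pearson interval and open points for the mean and range of 1000 random placements. SBNO1 peaks overlapped TAF4 peaks in 59.7% of cases and IgG peaks in 8.57%, and every observed share lay above its placements.

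Since both lists gather at TSS, the overlap was also compared with peaks moved to random TSS. Of the SBNO1 peaks within 1 kb of a TSS, 83.8% (interval 82.7% to 84.8%) overlapped a TAF4 peak. At random TSS the mean was 20.6%, and at random TSS of like GC content it was 27.4%, with a highest draw of 29.4%. For TAF4 peaks near a TSS, 66.3% overlapped an SBNO1 peak, against 16.1% at random TSS and 21.7% at random TSS of like GC content. Away from the TSS, 49.5% of SBNO1 peaks overlapped a TAF4 peak and 83.2% of TAF4 peaks overlapped an SBNO1 peak. SBNO1 peaks with a TAF4 peak lay within 1 kb of a TSS in 41.7% of cases (interval 40.7% to 42.7%), those without in 11.9% (interval 11.1% to 12.7%). For TAF4 the order was opposite, with 41.7% of peaks overlapping SBNO1 and 64.3% (interval 62.6% to 66.0%) of the remaining peaks near a TSS.

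Promoter-bound genes were then compared. SBNO1 peaks marked 4288 genes, 21.8% of the 19689 protein-coding genes, and TAF4 peaks marked 5360 genes (27.2%). In the IgG library 229 genes (1.16%) were marked. SBNO1 and TAF4 shared 3541 genes, which were 82.6% (interval 81.4% to 83.7%) of the SBNO1 list and 66.1% (interval 64.8% to 67.3%) of the TAF4 list. Lists of these sizes would share 1167 genes if they were independent, and the odds ratio was 35.4 (95% interval 32.3 to 38.8). The IgG list shared 214 genes with SBNO1 and 216 with TAF4. The odds ratios were 53.9 (95% interval 31.9 to 91.0) and 46.2 (95% interval 26.4 to 81.0), and both intervals include 35.4. The number of shared genes fell most, to 272, when each list was limited to the widest 10% of peaks without an IgG peak. There were 747 genes marked in the SBNO1 list alone and 1819 in the TAF4 list alone. These classes depended in part on the rule that gives a peak to its nearest TSS. In 192 of the 747 genes (25.7%) the SBNO1 promoter peak overlapped a TAF4 peak that had been assigned to another gene, and the converse held for 194 of the 1819 genes (10.7%) of TAF4.

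At the LIF gene (ENSG00000128342.5, chromosome 22, 30240453 to 30246759, minus strand), an SBNO1 peak was called from 30246674 to 30246995 with a score of 751. A TAF4 peak reached from 30246737 to 30247278 with a score of 403. Both peaks covered the 2 annotated protein-coding TSS of LIF, at 30246739 and 30246759, and were centred upstream of the gene. At the MCM2 gene (ENSG00000073111.14, chromosome 3, 127598410 to 127622436, plus strand), the SBNO1 peak reached from 127598126 to 127598462 with a score of 663 and the TAF4 peak from 127598180 to 127598463 with a score of 1000. Each covered the MCM2 TSS at 127598411, but also that of the divergent gene TPRA1 at 127598267, which was nearer to the peak centre. The nearest-TSS rule therefore assigned both peaks to TPRA1 and not to MCM2. No IgG peak was listed within 3 kb of a TSS of LIF or MCM2. Both LIF peaks and the SBNO1 peak at MCM2 scored below the median of their list, which was 869 for SBNO1 and 935 for TAF4. The SBNO1 gene on chromosome 12 carried a promoter peak of SBNO1 (123364603 to 123365424, score 970) and of TAF4 (123364631 to 123365888, score 917). At the TAF4 gene (chromosome 20, 61953469 to 62065881), no peak was listed within 3 kb of a TSS in any of the 3 libraries.

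**Figure D3:**
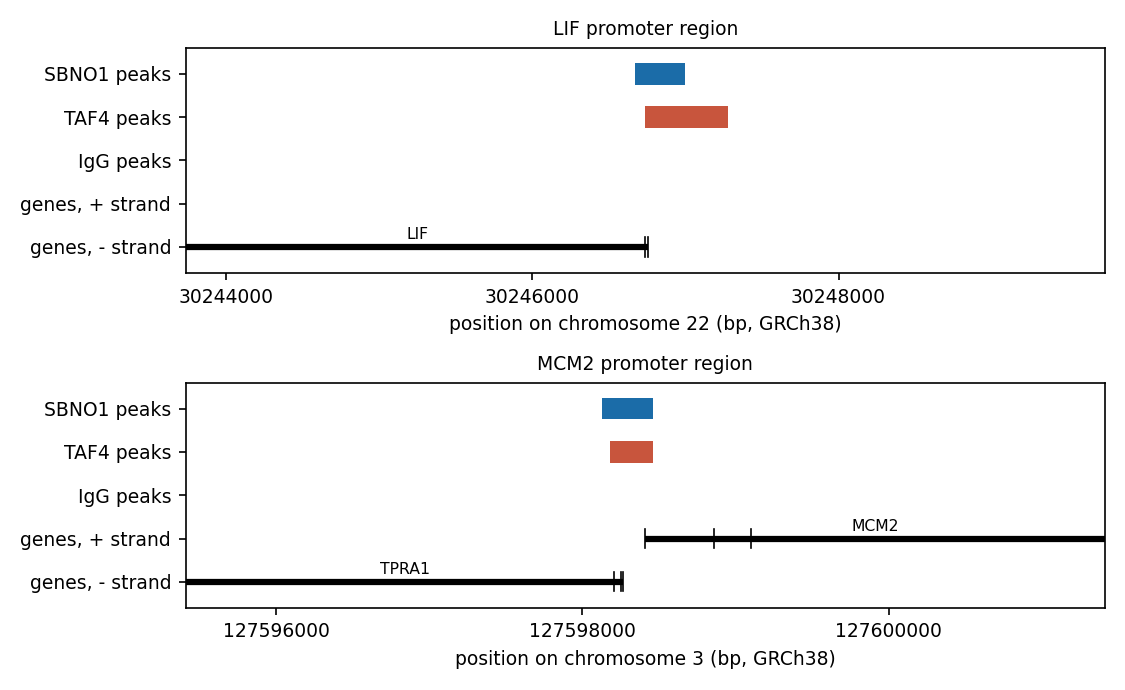
Maps of the LIF and MCM2 promoter regions (x axis, position in bp on GRCh38) with peaks of each library as boxes and protein-coding genes by strand as lines on which ticks mark TSS. SBNO1 and TAF4 peaks overlap at both promoters, no IgG peak is listed, and at MCM2 the peaks span the TSS of MCM2 and of TPRA1.

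The highest-scoring SBNO1 promoter peaks at genes of both lists lay at SLX4IP (chromosome 20, 10434093 to 10435490), CHD1 (chromosome 5, 98928623 to 98929872), LIN52 (chromosome 14, 74084299 to 74085413), EIF1 (chromosome 17, 41688523 to 41689598) and CCNL1 (chromosome 3, 157160070 to 157161098). All 5 covered the TSS and had a score of 1000. The genes selected for SBNO1 without TAF4 were FIZ1, INTS13, WBP11, EIF1AD and AHSA1. At all 5, the SBNO1 peak nonetheless overlapped a TAF4 peak, which the nearest-TSS rule had given to the neighbouring genes ZNF524, FGFR1OP2, C12orf60, BANF1 and VIPAS39, respectively. The genes selected for TAF4 without SBNO1 were ENSG00000285053, TIMM9, MFSD11, CALM2 and ENSG00000255432. Only CALM2 (chromosome 2, peak from 47176384 to 47177438) had no overlapping SBNO1 peak. At the other 4 genes the SBNO1 peak had been assigned to GGPS1, KIAA0586, SRSF2 and CSKMT, respectively. The highest-scoring SBNO1 peaks over 10 kb from a TSS were intergenic and lay on chromosome 7 (54831037 to 54832410), chromosome 6 (30768955 to 30770168) and chromosome 15 (100721710 to 100722893). All 3 overlapped a TAF4 peak. The highest-scoring IgG peaks lay on chromosome Y (56731328 to 56756590 and 56673223 to 56695506) and chromosome 10 (42069179 to 42085064), had widths of 25263, 22284 and 15886 bp, and overlapped peaks of both other libraries.

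The score of SBNO1 peaks was compared between those with and without TAF4. The median score was 921 for 9636 peaks with a TAF4 peak and 801 for 6511 peaks without one. The highest median among 10000 random lists of the same size was 878. Near the TSS the medians were 869 and 728. Leaving out peaks overlapping IgG lowered the difference of 120 to 90. Across the 9636 overlapping pairs, the scores of both proteins had a Spearman rho of 0.257. The cap affected this value, as rho was 0.147 for the 3595 pairs with neither peak at the cap. Peak widths of the same pairs had a rho of 0.505. These are correlations across peaks, which are not independent replicates. The centres of 3576 pairs at the same gene without IgG differed by a median of -5 bp along the gene, SBNO1 relative to TAF4.

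The study had searched SBNO1 peaks for transcription factor motifs, so 7 consensus sequences were counted. The FOS/AP-1 consensus TGASTCA, with S for C or G, occurred in 27.8% of SBNO1 windows (interval 27.1% to 28.5%), 8.21 times the share at TSS of like GC content. It was found in 36.9% of SBNO1 peaks over 10 kb from a TSS, but in 7.10% of those within 1 kb. TAF4 peaks over 10 kb from a TSS held it in 32.2% and IgG peaks at that distance in 13.3% of windows, compared with 3.45% and 2.45% in windows 1 kb away. The ETS consensus CCGGAA was present in 10.6% of SBNO1 windows, 1.44 times the matched background, and the KLF/SP consensus GGGCGG in 21.7%, or 1.28 times. In peaks over 10 kb from a TSS the KLF/SP ratio turned to 0.889 and the ETS ratio to 0.932, the latter with an interval of 0.843 to 1.03, but relative to windows 1 kb away the same peaks had ratios of 1.71 and 2.56. The ZNF148/ZNF281 consensus GGGGAGGG was present in 5.46% of windows. Its direction also depended on the background, with a ratio of 0.885 to TSS of like GC content and of 1.81 to windows 1 kb away. Within 1 kb of a TSS, SBNO1 and IgG peaks held similar shares of the KLF/SP consensus (53.4% and 54.1%) and of the ETS consensus (25.1% and 23.4%), with differences inside the counting error of the IgG library. The NFY consensus differed beyond it, with 32.6% (interval 31.3% to 34.0%) in SBNO1 and 51.5% (interval 44.9% to 58.1%) in IgG peaks near the TSS. Of the general promoter motifs, NFY (CCAAT) had a ratio of 1.02, the TATA box (TATAAA) of 0.740 and NRF1 (GCGCATGCGC) of 1.04.

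**Figure D4:**
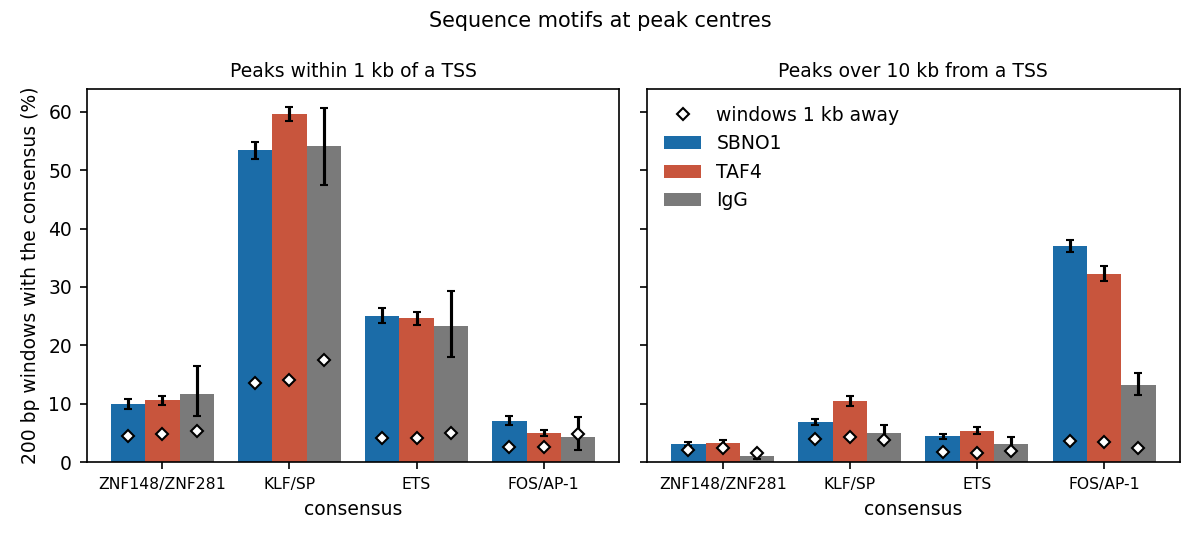
Percentage of 200 bp windows at peak centres that hold a consensus (y axis) for 4 motifs (x axis) in peaks within 1 kb of a TSS (left) and over 10 kb from a TSS (right) of SBNO1, TAF4 and IgG, with 95% Clopper-Pearson intervals and diamonds for windows 1 kb away. Away from the TSS, FOS/AP-1 sites were present in 36.9% of SBNO1, 32.2% of TAF4 and 13.3% of IgG windows.

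Gene families were examined because the study had seen mitochondrial translation and interleukin signaling repressed upon SBNO1 knockdown. The cell lines of that experiment were HLF, Hep3B and SNU1079, whereas the ChIP-seq was done in HuCCT1. The random gene lists were not matched for gene expression. Of 78 genes of the mitochondrial ribosome, 60.3% (interval 48.5% to 71.2%) were promoter-bound by SBNO1 and 65.4% (interval 53.8% to 75.8%) by TAF4, above all 10000 random gene lists, the highest of which reached 42.3% for SBNO1. The IgG list held 5.13% of them (interval 1.41% to 12.6%), compared with 1.16% of all protein-coding genes, which lay at percentile 99.7 of the random lists. The family was thus also frequent in the background, although this IgG share rests on 4 genes. Genes of the cytosolic ribosome were bound more often, at 80.2% by SBNO1 and 83.7% by TAF4. The IgG list held 3.49% of these (interval 0.725% to 9.86%), at percentile 92.1 of the random lists. The IgG intervals of both ribosome families overlap, so their IgG shares cannot be ranked. Among 128 genes of interleukins, their receptors, LIF and chemokines, the shares were 11.7% (interval 6.71% to 18.6%) and 10.2% (interval 5.52% to 16.7%), below the 21.8% and 27.2% of all protein-coding genes. Clustered histone genes were bound in 41.9% and 55.4% of cases, and in 54.1% and 70.3% when a peak counted for every gene in reach. ZNF genes were bound in 14.8% and 23.2%. Among 20 Notch pathway genes the shares were 30.0% (interval 11.9% to 54.3%) and 45.0% (interval 23.1% to 68.5%), which was not distinguishable from all genes at this number. For 24 TAF genes they were 33.3% (interval 15.6% to 55.3%) and 54.2% (interval 32.8% to 74.4%), of which the latter lay above the share of all genes.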

Values the study reported

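The study reported that 97% of TAF4 peaks and 73% of SBNO1 peaks lay within 1 kb of the TSS. It counted 413 genes with a promoter bound by SBNO1 and 1398 with a promoter bound by TAF4. Both lists had 268 genes in common, given as 65% of the SBNO1-bound and 19% of the TAF4-bound genes.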

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

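Alternatives with the score cap, the widest 10% of peaks, removal of IgG peaks from the score comparison, pairs below the cap, widths, random TSS of like GC content and motifs over 10 kb from a TSS were chosen after seeing the data, and the others before the data were examined. No paired analysis was possible because each antibody had 1 library. Alternatives that need a p or q column were not run, as the lists have none, and including unplaced sequences was not run because no peak lies on them. A value was taken as moved when it left the 95% interval of its main value, which is narrow for lists of this size, and a count when it changed by over 1.5 times. A motif ratio was taken as reversed when its main interval excluded 1 and the alternative lay on the other side of 1. Of 149 values under an alternative, 60 stayed within these limits, 86 moved and 3 reversed.

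Keeping peaks at or above each list's median score left 8090 SBNO1, 6390 TAF4 and 799 IgG peaks by construction. The shares within 1 kb of a TSS were then 28.2%, 54.3% and 6.76%. SBNO1 overlapped TAF4 in 41.2%, TAF4 overlapped SBNO1 in 51.7%, and SBNO1 near the TSS overlapped TAF4 in 65.8%. IgG overlapped 7.23% of SBNO1 and 9.06% of TAF4 peaks. Shared genes fell to 1387, which were 64.1% of the SBNO1 and 42.5% of the TAF4 list. With peaks at the score cap, the TSS shares were 27.6%, 55.1% and 3.18%, the overlaps 41.2%, 41.5% and 63.0%, and 935 genes were shared, 62.6% and 32.5% of the lists. Near random TSS the overlap fell as well, to a mean of 12.5% for the median filter and to between 8.81% and 13.1% in 100 draws for the cap, so the ratio of observed to random rose from 4.08 to 5.27 and 5.72. In the widest 10% of peaks without IgG, the TSS shares of SBNO1 and TAF4 were 40.2% and 66.7%, and 272 genes were shared, 46.5% and 36.7% of the lists. Equal list lengths gave a TSS share of 28.7% for SBNO1, overlaps of 63.0%, 62.8% and 86.6%, and shared genes of 83.7% and 52.8%.

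With TSS of all transcripts the shares near a TSS were 38.9%, 56.2% and 25.9% for SBNO1, TAF4 and IgG, and shared genes made up 74.1% and 64.7% of the lists. With 1 TSS per gene the shares near a TSS were 24.0%, 39.1% and 12.5%. Measured from the peak centre they were 28.8% for SBNO1 and 46.4% for TAF4. Within 3 kb they were 35.0%, 51.7% and 17.1%, and shared genes made up 80.3% and 68.0%. Without peaks overlapping IgG, the TSS shares were 30.9% and 51.1%, the overlaps of SBNO1 with TAF4 and of TAF4 with SBNO1 were 56.2% and 72.9%, and shared genes made up 64.7% of the TAF4 list. A reciprocal overlap of 50% gave 50.8%, 64.3% and, near the TSS, 70.9%. TAF4 had a higher share near a TSS than SBNO1, and SBNO1 a higher one than IgG, under each of these alternatives that was computed for both.

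Counting every gene in reach raised the shared genes to 88.0% and 70.9% of the lists, clustered histone genes to 54.1% for SBNO1 and 70.3% for TAF4, and cytosolic ribosomal genes to 93.0% for TAF4. The random expectation at TSS was 20.6% with random genes and 27.4% with TSS of like GC content. Because the latter draw also gives more weight to genes with many TSS, the rise cannot be credited to GC content alone. The score difference between SBNO1 peaks with and without TAF4 was 141 near the TSS and 90 without IgG peaks. The rank correlation was 0.147 below the cap and 0.505 for widths. The LIF and MCM2 peak counts were the same within 3 kb. They were not counted under the score filters. Both LIF peaks (751 for SBNO1, 403 for TAF4) and the SBNO1 peak at MCM2 (663) lie below the median scores of 869 and 935 and would be lost there.

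Against windows 1 kb away, the ZNF148/ZNF281 ratio reversed from 0.885 to 1.81. The shifted windows are not matched on GC content, but the cause was not tested. In peaks over 10 kb from a TSS and relative to TSS of like GC content, KLF/SP reversed from 1.28 to 0.889 and ETS from 1.44 to 0.932, although the interval of the last value (0.843 to 1.03) included 1. Relative to windows 1 kb away both stayed above 1 in these distal peaks, at 1.71 and 2.56. The other ratios against shifted windows were 2.99 for KLF/SP, 4.30 for ETS, 8.07 for FOS/AP-1, 1.07 for NFY, 0.521 for the TATA box and 27.2 for NRF1. Relative to TSS of like GC content, peaks near the TSS gave 1.45 for KLF/SP, 1.94 for ETS, 2.71 for FOS/AP-1, 1.58 for NFY, 0.879 for the TATA box and 1.37 for NRF1. Relative to the same background, peaks over 10 kb from a TSS gave 0.789 for ZNF148/ZNF281, 9.88 for FOS/AP-1, 0.840 for NFY, 0.694 for the TATA box and 0.230 for NRF1. For NFY and NRF1 this too was a fall below 1, from main ratios of 1.02 and 1.04 whose intervals included 1. Whole peaks gave 1.55 for ETS, 5.68 for FOS/AP-1 and 1.68 for NRF1. FOS/AP-1 stayed above 1 under all of these alternatives.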

Other observations

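Tests of IgG-bearing loci, of TAF4 scores by distance, of FOS/AP-1 sites in distal SBNO1 peaks with TAF4, of FOS/AP-1 sites in IgG peaks and of differences between chromosomes were chosen only after the result was seen, whereas the tests on GC content of shared genes, on genome bins, on peak width, on score classes and on FOS/AP-1 sites in distal SBNO1 peaks without TAF4 were written down before their values were seen.

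The genes shared by SBNO1 and TAF4 had an odds ratio of 35.4. Stratifying genes over 20 classes of promoter GC content left it at 32.6 (interval 29.6 to 35.8), which argues against GC content as the whole cause. Stratifying over genome bins of 5 Mb left it at 29.8 (interval 26.9 to 32.9), which argues against regional copy number of the cell line. Leaving out every gene with an IgG promoter peak gave 33.7 (interval 30.7 to 37.0). A candidate explanation that stays open is recovery of open promoters independent of the antibody, at a level below the threshold of the IgG calls. Of the shared TAF4 promoter peaks, 0.499% (interval 0.136% to 1.27%) of the narrowest of 5 width classes overlapped an IgG peak. In the widest class it was 14.2% (interval 11.9% to 16.8%). A wider peak offers more room for overlap, yet with centres within 500 bp the interval of the widest class was still 11.7% to 16.6%. This is consistent with an IgG signal that follows peak width, but strong binding and open chromatin may both widen peaks. Joint binding of both proteins at these promoters stays open as well and was not tested beyond the overlap.

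SBNO1 peaks without a TAF4 peak lay mostly away from the TSS. A candidate explanation is that TAF4 peaks were missed below the threshold of the calls. At the score cap and without IgG, 10.2% (interval 8.74% to 11.7%) of SBNO1 peaks without TAF4 lay within 1 kb of a TSS, compared with 41.4% (interval 39.6% to 43.1%) of those with TAF4. The difference thus remained among high-scoring SBNO1 peaks, but this does not exclude missed TAF4 peaks. The SBNO1 score did go with TAF4 calls, with medians of 921 with and 801 without a TAF4 peak. It does not measure TAF4 where no TAF4 peak was called, and rho (0.257) covers overlapping pairs only. Missed and absent TAF4 thus cannot be told apart by the SBNO1 score. The TAF4 score itself went with the explanation, as 41.7% (interval 40.4% to 43.0%) of TAF4 peaks below the median score and without IgG lay near a TSS, compared with 60.4% (interval 59.1% to 61.7%) of the others. TAF4 peaks away from the TSS were thus more often weak, and missed ones stay open. Background loci were few in this class, as 0.998% of peaks overlapped an IgG peak. The TGASTCA consensus occurred in 40.6% (interval 39.2% to 42.1%) of SBNO1 peaks over 10 kb from a TSS and without TAF4, and in 3.63% of windows 1 kb away. Distal elements with FOS/AP-1 sites stay open as a candidate explanation. This count cannot decide it, because it covers only peaks already over 10 kb from a TSS. The sites were also common in both classes. Distal SBNO1 peaks with TAF4 held them in 33.1% (interval 31.7% to 34.6%). With IgG peaks left out of both classes, the shares were 38.2% with and 41.0% without TAF4, and the difference was 2.72 points (interval 0.522 to 4.92) in place of 7.51, so most of it lay in peaks overlapping IgG. TAF4 peaks over 10 kb from a TSS held the consensus in 32.2%.

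The IgG list held the same consensus. A total of 27 bins of 1 Mb contained 10 or more IgG peaks and together held 42.3% of the IgG list. IgG peaks over 10 kb from a TSS inside these dense bins had TGASTCA in 2.02% (interval 1.08% to 3.43%), which argues against repeat arrays as the origin of the sites. Outside of these bins, 25.7% (interval 22.2% to 29.4%) of 584 IgG peaks held it, against 3.45% in windows 1 kb away. With limits of 5 and 20 peaks per bin the share outside was 31.3% (interval 26.9% to 36.0%) and between 18.2% and 24.1% by its interval, respectively. The share inside also moved with these limits, to 4.17% (interval 2.91% to 5.78%) and 1.05% (interval 0.342% to 2.43%), and stayed below the share outside. A candidate explanation is that accessible chromatin was recovered without a specific antibody, in a preparation cut by a nuclease. Of these 584 peaks, 79.3% overlapped both an SBNO1 and a TAF4 peak, as did 74.0% of the 643 in dense bins, so this overlap set the groups little apart. How much of the SBNO1 and TAF4 lists has this origin cannot be read from peak lists without read counts.

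The share of promoter-bound genes differed between chromosomes, and much alike in the libraries. On chromosome 5 SBNO1 bound 34.9% and TAF4 38.4% of protein-coding genes. On chromosome 18 these shares were 5.73% and 14.1%, on chromosome 16 they were 6.64% and 14.5%, and on chromosome X 9.03% and 14.8%. Across 23 chromosomes, Y left out, Spearman rho was 0.990 between SBNO1 and TAF4 and 0.830 between SBNO1 and IgG. Chromosomes are not replicates and no test was made. Standardizing genes to the same promoter GC content left the spread at 1.03 times the crude one, which argues against GC content. The density of SBNO1 peaks over 10 kb from a TSS followed the promoter share with a rho of 0.765, and for TAF4 rho was 0.670. This is consistent with regional copy number of the cell line, which may raise or lower read depth over whole chromosomes, but gene activity and chromatin state could produce the same relation and were not tested.

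Part of the separation of the gene lists came from the assignment of peaks. When every gene with a TSS in reach was counted, 198 of the 747 genes found only for SBNO1 and 220 of the 1819 found only for TAF4 were in both lists. Under that rule 607 genes were found only for SBNO1 and 1830 only for TAF4. The TAF4 class thus did not shrink, as other genes entered it. Of the 10 genes named as the highest-scoring members of these classes, 9 were affected. At each of them, the overlapping peak of the other library had been given to a neighbouring gene.

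The share of SBNO1 peaks within 1 kb of a TSS was 29.7% here. That is lower than the value quoted from the study above. The share of TAF4 peaks within 1 kb of a TSS was 47.3% here. That too is lower than the quoted value. Promoter-bound genes numbered 4288 for SBNO1 and 5360 for TAF4 here. Both counts are higher than those quoted from the study. The lists shared 3541 genes here, 82.6% of the SBNO1 list and 66.1% of the TAF4 list. The number and both shares are higher than the quoted ones. With peaks at or above each list's median score, the share of the SBNO1 list fell to 64.1%. At the score cap it was 62.6%, and both values are close to the quoted one. The shared genes (1387 and 935) and their shares of the TAF4 list (42.5% and 32.5%) stayed above the quoted values under these filters. The SBNO1 share within 1 kb of a TSS moved further from the quoted value under them, to 28.2% and 27.6%. For TAF4 it moved closer, to 54.3% and 55.1%. With TSS of all transcripts the shares were 38.9% for SBNO1 and 56.2% for TAF4, still below the quoted ones. The threshold behind the quoted values is not stated, and the reason for these differences was not determined.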
